A study of Mus musculus with 166 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

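Cerebellar mRNA was sequenced from mice of an allelic series, in which one Htt allele carries a knocked-in human exon with a CAG repeat. The labels give 7 genotypes (WT, Q20, Q80, Q92, Q111, Q140 and Q175), 3 ages (2, 6 and 10 months) and both sexes. Each of the 21 groups of genotype and age held 8 libraries, except Q111 and Q140 at 10 months with 7 each. Per the labels, tissue was flash frozen, RNA was extracted with a miRNeasy kit and checked on a Bioanalyzer, and libraries were made from poly(A)-enriched RNA with standard Illumina reagents.

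The authors deposited a table of expected counts per gene (estimated counts, which need not be whole numbers) and a table of FPKM (fragments scaled to transcript length and library total) for the same libraries. CASAVA 1.8.2 is the only software that the processing notes name. The aligner, the counting program and the genome build of the mRNA tables are not given in the sources used here, so it is unknown how reads shared by near-identical genes, pseudogenes or overlapping genes were divided, and whether the counting used strand. Fold changes of such genes are uncertain for that reason. Of the cells of the expected-count table, 83.3% were whole numbers (exactly equal to their rounded value). The deposited FPKM summed to between 393599 and 702066 per library, with a median of 406573. Every count column was matched to a sample, and 0 columns were left unmatched.

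Library totals in the deposited counts ranged from 23448884 to 43066066. At these totals, 1 CPM (counts scaled to a common library total) stands for about 23.4 to 43.1 counts in a library. Of 39179 genes in the table, 16525 had at least 0.5 CPM in at least 8 libraries and were tested. Gene symbols were found for 37607 of the 39179 Ensembl IDs (96%), and positions in GENCODE vM21 on GRCm38 for 16302 of the 16525 genes tested (98.7%). Positions are those of GENCODE for the same Ensembl ID, since the build behind the deposited tables is not stated.

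Counts were rounded to whole numbers. Each age was fitted separately with edgeR 4.0.16 in R 4.3.3 (TMM factors, estimated dispersions, quasi-likelihood F-test, two-sided, Benjamini-Hochberg adjustment over the 16525 genes, threshold 0.05). WT and Q20 were pooled as controls, as the study did for microRNAs, with sex as a covariate. At 6 months the WT and Q175 libraries carry another name format in the labels than the rest, so a library set entered the 6 month fits. The adjusted 6 month fit therefore compares Q175 with WT and the other lines with Q20, and the difference between Q20 and WT cannot be told from the library set at 6 months. Standard errors (SE) were taken as the absolute log2 fold change over the square root of F. In a second fit, CAG length entered as a number, with 7 for WT and the length in the label for the others, and its slope is given as the log2 change per 100 CAG. The slopes of 6 and 10 months were combined as the sum of their Z values over the square root of the number of ages. Differences of the slopes between ages and between sexes were tested as interaction terms. In the controls, 10 was compared with 2 months, and males with females.

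A set of 31 gene lists was fixed (cell types, brain regions, channels, receptors, pathways and gene families). Each was tested with camera of limma 3.58.1 on log2 CPM with its preset inter-gene correlation, again with an estimated correlation, and with fry. Genes called within 10 Mb of Htt were compared with called genes elsewhere by a two-sided Fisher exact test. Similarity between ages was measured by the Pearson correlation across genes of the Z values of the slopes. Similarity between lines was measured by the correlation of the fold changes of Q175 against WT with those of another line against Q20, so that no control library was on both sides. Their p-values came from 99 and 39 permutations of the genotype labels within age, library set and sex. Genes are not independent replicates in these correlations, in the Fisher tests, in the list tests or in overlaps of called genes.

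Groups, tests, lists, the genes to be named and most alternatives were chosen before the data were examined. The genes named for Q175 at 6 and 10 months, Q140 at 10 months, Q20 against WT and the combined slopes are the 10 higher and 10 lower genes with the smallest p among those past the threshold, with a mean of at least 1 CPM, without symbols of the form Gm plus digits or ending in Rik, and without Xist and genes on Y. For age in controls and the interactions, 5 and 5 were taken by the same rule, and for each list up to 4 members with the smallest p in the combined slopes. Some genes that met these rules are not reported here. Htt and 5 sex-linked genes were named in advance. Every other gene named was chosen after its values were seen, among them all genes given for Q111, Q92, for Q140 at 6 months, and for the lines and the slope at 2 months.

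The scripts were tested on counts simulated from the means, totals and dispersions of the real libraries, with 200 of the 16525 genes changed. For Q175 against controls at 10 months, edgeR recovered 47% of the genes changed by 0.25 on the log2 scale, 76.1% of those changed by 0.5 and 98.5% of those changed by 1, with 8 false calls among 156. DESeq2 recovered 51.5%, 82.1% and 100% of them. The combined slopes recovered 65.2%, 85.1% and 98.5% of genes changed by these amounts over 200 CAG. Genes were drawn independently of each other, so the false calls do not reflect structure that genes share in the real libraries.

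After the libraries were compared with each other, a length index was computed for each. It is the slope, across genes, of the deviation of a library's log2 CPM from the gene's median on the log2 of the gene's median transcript length in GENCODE vM21, over genes with a mean log2 CPM above 3. An index below 0 means that long transcripts had low counts relative to the other libraries. A limit of -0.05 was placed in a gap of its distribution before the calls without these libraries were counted, and 23 libraries lay below it.

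Alternatives set in advance were DESeq2 1.42.0 with its own size factors, edgeR with RLE factors, no filter on low counts, the replicate number as a block, leaving out libraries with a standardized connectivity under -5 (a rule of the study), the 6 month fits without the library set, WT or Q20 alone as controls, slopes without Q175 or without WT, limma on log2 FPKM with an offset of 0.1 or 1 (genes with a mean of at least 0.5 FPKM, or all genes), leaving out each Q175 library, 5 or 20 Mb around Htt, and genes of at least 10 CPM for the correlations. Chosen after seeing the data were leaving out the 23 libraries of low length index, the length index or the mean log2 CPM of the choroid plexus list as a covariate, leaving out the 2 libraries whose sex markers went against the label, and leaving out each library in turn. Random regroupings were fitted in the same way, with genotypes drawn within age, library set and sex, sexes within group, and ages of controls within genotype and sex. Expression of the microRNAs of these animals was not part of the tables and was left out.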

Results

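Cerebellar poly(A) RNA was compared across 7 genotypes of mice on the C57BL/6 background, of which 6 carried a knocked-in Htt allele with a CAG repeat of 20 to 175 beside the normal allele, and WT mice carried none. Animals were sampled at 2, 6 and 10 months. There were 8 libraries for each genotype and age, with 4 females and 4 males in most groups, and 7 libraries for Q111 and for Q140 at 10 months. The total count per library ranged from 23448884 to 43066066. The lowest total belonged to the Q111 library M1 of 10 months.

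The libraries differed in how well long transcripts were counted. In 23 libraries long transcripts had low counts relative to short ones (length index under -0.05), and 16 of these were of 2 months, 3 of 6 months and 4 of 10 months. At 2 months they were 4 of Q140, 4 of WT, 2 each of Q80, Q92, Q111 and Q175, and none of Q20. At 6 months they were the Q20 libraries F1 and F3 and the Q92 library M3, and at 10 months the Q80 libraries F1 and M1, the Q92 library M2 and the WT library F3. The first principal component of log2 CPM held 39.2% of the variance and correlated with the length index at -0.99 across libraries. Choroid plexus RNA also varied between dissections: Ttr, the transthyretin gene expressed by choroid plexus, ranged from 1.83 to 10900 CPM across libraries.

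**Figure D1:**
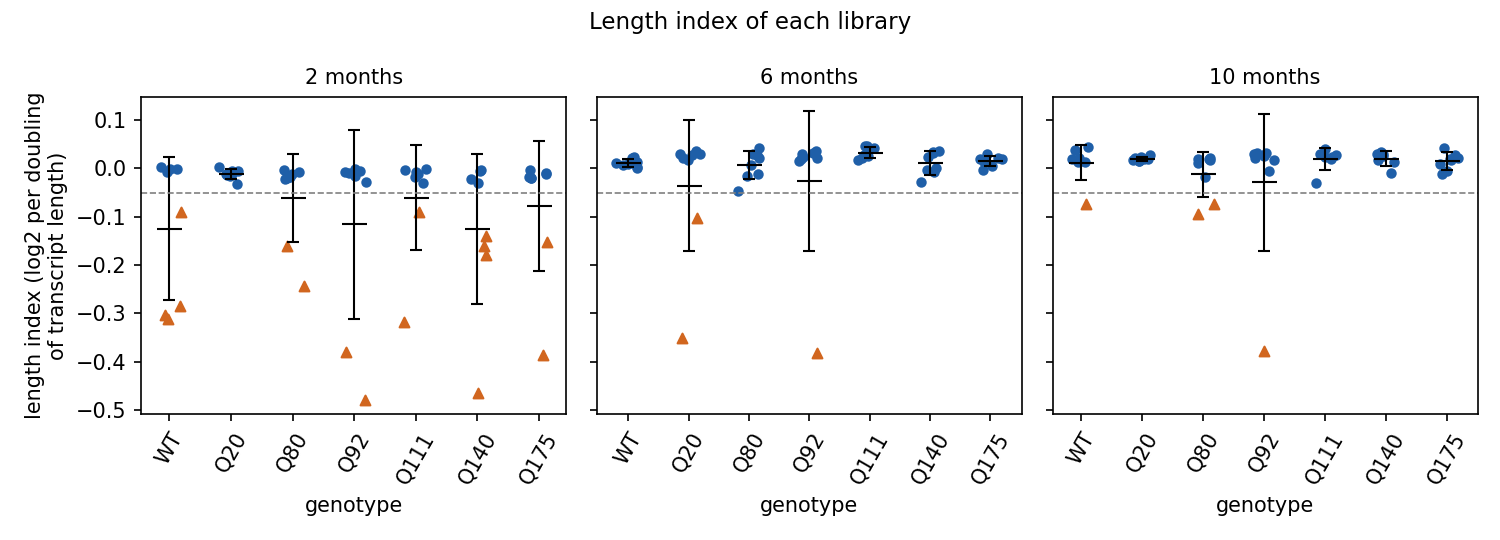
Length index of each library (log2 per doubling of transcript length, y axis) by genotype (x axis) and age (panels), with 1 point per library and the mean and SD of each group as bars. Triangles below the dashed line at -0.05 are the 16, 3 and 4 libraries of low length index at 2, 6 and 10 months.

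The sex-linked genes matched the labelled sex in all but 2 libraries. Xist, the RNA that silences an X chromosome in females, was at 528 CPM or more in the other libraries labelled female and at 1.66 CPM or less in those labelled male. Ddx3y, on the Y chromosome, was at 64 CPM or more in the other libraries labelled male and at 0.0611 CPM or less in those labelled female. The Q20 library F5 of 10 months, labelled female, had 0.643 CPM of Xist and 99.2 CPM of Ddx3y. The Q80 library M2 of 2 months, labelled male, had 0.557 CPM of Xist and no count of Ddx3y, Eif2s3y, Kdm5d or Uty, so neither the male nor the female pattern was complete in it. By the labels, Q20 at 10 months held 5 females and 3 males, and Q80 at 2 months 3 females and 5 males. The paper states 4 of each sex per group. Both libraries were kept under their labels. They are called the libraries of opposite sex markers below, although M2 lacked the markers of both sexes.

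Htt itself (ENSMUSG00000029104, chromosome 5, 34761740 to 34912534 on GRCm38) was measured first. At 10 months its mRNA was at 276 ± 27.6 CPM in WT (SD, n = 8), 290 ± 7.73 in Q20 (n = 8), 245 ± 50.4 in Q80 (n = 8), 257 ± 73.4 in Q92 (n = 8), 270 ± 28.6 in Q111 (n = 7), 252 ± 15.3 in Q140 (n = 7) and 238 ± 13.8 in Q175 (n = 8). At 6 months it was at 291 ± 10.7 CPM in WT, 253 ± 85.9 in Q20, 267 ± 38.3 in Q80, 272 ± 78.7 in Q92, 298 ± 11.4 in Q111, 246 ± 23.3 in Q140 and 247 ± 9.2 in Q175 (SD, n = 8 each). At 2 months it was at 197 ± 80.7, 263 ± 12.1, 222 ± 56.8, 213 ± 72.3, 220 ± 62, 173 ± 55.8 and 188 ± 53.8 CPM in the same order (SD, n = 8 each). The slope per 100 CAG was -0.20 ± 0.12 at 2 months, -0.077 ± 0.079 at 6 months and -0.13 ± 0.061 at 10 months (log2, SE), and none passed edgeR's test (adjusted p = 1, 0.654 and 0.191). The 6 month slope was 0.0512 ± 0.145 without Q175 and 0.0486 ± 0.144 without WT (SE), so its sign was not settled there. Only WT and Q175 form the other library set of 6 months, so without either of them both slopes rest on the remaining lines. Htt is a long transcript, and its lowest values lay in libraries of low length index, such as 76.8 CPM in the Q92 library M2 of 10 months. Without the 23 libraries of low length index, an alternative chosen after seeing the data, the slopes were -0.18 ± 0.018, -0.15 ± 0.032 and -0.16 ± 0.024 with adjusted p = 3.83e-08, 0.000892 and 4.58e-06. At 2 months the slope did not pass without the libraries of connectivity under -5 (-0.25 ± 0.065, adjusted p = 0.189). Nor did it with the length index as a covariate (-0.14 ± 0.035, adjusted p = 0.0852). At 6 and 10 months the slope passed in both. The lines were also compared without the libraries of low length index. There Htt was lower in Q175 than in controls by -0.29 ± 0.026, -0.24 ± 0.052 and -0.27 ± 0.042 at 2, 6 and 10 months. In Q140 it was lower by -0.26 ± 0.030, -0.26 ± 0.057 and -0.19 ± 0.044. Htt did not pass there for Q80, Q92 or Q111 at any age (-0.15 to 0.024). With all libraries it passed for no line. Without the libraries of connectivity under -5, edgeR's test did not pass Q140 at 2 and 10 months (adjusted p = 0.0662 and 0.0696). Nor did it pass Q175 at 2 months (adjusted p = 0.7). With the length index as a covariate neither line passed at 2 months. Per the paper, the Q175 allele arose in the Q140 line through a spontaneous expansion of the repeat, and the other lines carry other alleles. A fall in Q140 and Q175 only cannot be told apart from an effect of their shared allele. How reads over the human exon of the knocked-in allele were assigned is not known.

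**Figure D2:**
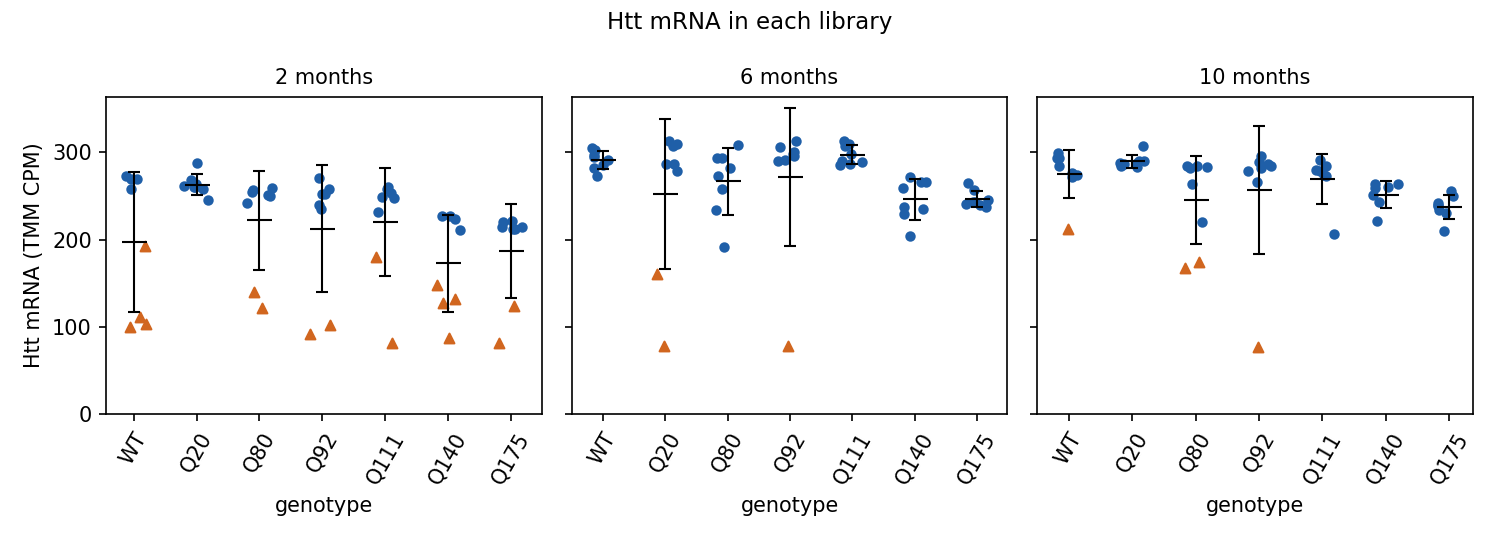
Htt mRNA in CPM (y axis) by genotype (x axis) and age (panels), with 1 point per library, the mean and SD of each group as bars and triangles for libraries of low length index. The lowest value at 10 months, 76.8 CPM in the Q92 library M2, is one of the triangles.

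At 10 months Q175 mice differed from controls in more genes than any other line. Onecut2, a homeobox transcription factor (ENSMUSG00000045991), stood at 22.3 ± 4.4 CPM in Q175 against 6.07 ± 0.844 in WT and 6.5 ± 1.29 in Q20 (SD, n = 8 each), a log2 rise of 1.82 ± 0.10 (SE, n = 8). The Polycomb gene Cbx8 rose by 1.22 ± 0.067, Synpr, a protein of synaptic vesicles, by 0.81 ± 0.055, and the neuronal calcium-binding protein gene Necab1 by 0.97 ± 0.070. Fam163b rose by 1.5 ± 0.090, Muc15 by 1.27 ± 0.094, Igsf10 by 1.30 ± 0.11, the cartilage matrix gene Comp by 1.08 ± 0.089 and Parva by 0.47 ± 0.035. The strongest falls were of Myo15, an unconventional myosin, at -2.86 ± 0.19 (0.938 ± 0.204 CPM against 6.43 ± 1.2 in WT), the noncoding RNA gene Mirt1 at -1.95 ± 0.094 and the carbonic anhydrase gene Car9 at -1.66 ± 0.10. Ccdc63 fell by 1.49 ± 0.10, the Ras GTPase-activating gene Rasal1 by 1.35 ± 0.10, the cytokine receptor gene Il20rb by 1.24 ± 0.075, Unc13d by 0.95 ± 0.071, Clstn2 by 0.94 ± 0.062, Igfbp5 by 0.88 ± 0.063 and Ttll3 by 0.64 ± 0.051. Each of these genes lay on its side of the control median in 8 of 8 Q175 libraries, with adjusted p between 4.29e-22 (Mirt1) and 2.36e-13 (Igsf10). In total 2110 of 16525 genes passed, 926 higher and 1184 lower. Without the Q92 library M2, which enters the shared fit, 3505 genes passed, and without the libraries of low length index 4327, with 2109 of the 2110 among them. With WT alone as controls 1141 genes passed.

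At 6 months Q175 mice already differed from controls in many of the genes named for 10 months. Il20rb fell by 1.12 ± 0.050, Ccdc63 by 1.53 ± 0.094, Myo15 by 2.18 ± 0.16, Car9 by 1.59 ± 0.12, Mirt1 by 1.26 ± 0.098, Rasal1 by 1.24 ± 0.10 and Bnipl by 1.56 ± 0.16 (log2, SE, n = 8). Nab2, a repressor of early growth response factors, fell by 0.82 ± 0.073, Clstn2 by 0.79 ± 0.072 and Igfbp5 by 0.72 ± 0.073. Necab1 rose by 1 ± 0.073, Muc15 by 1.01 ± 0.12, Synpr and Comp by 0.76 ± 0.062 and 0.76 ± 0.085, and Angpt1, a vascular growth factor, by 0.61 ± 0.052. Smaller rises were those of Brinp3 (0.49 ± 0.054), Exd2 (0.31 ± 0.042), the calcium sensor gene Ncald (0.30 ± 0.038), Pax6, a transcription factor of granule cells (0.26 ± 0.034), and Usp11 (0.25 ± 0.032). All were on one side of the control median in 8 of 8 libraries, with adjusted p between 1.07e-23 (Il20rb) and 4.79e-07 (Exd2 and Pax6). In total 747 genes passed, 342 higher and 405 lower. Of them 579 also passed at 10 months, 578 in the same direction, where 95.4 were expected if genes were independent. Without the libraries of low length index 2085 genes passed, and without the library set as a covariate 1324.

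Q140 mice at 10 months showed smaller changes in some of these genes, with falls of myelin genes. Il33, a cytokine gene expressed in glia, fell by 0.58 ± 0.072, the carbonic anhydrase gene Car2 by 0.44 ± 0.062, and the myelin genes Mal and Mobp by 0.34 ± 0.058 and 0.36 ± 0.063 (log2, SE, n = 7). Il20rb fell by 0.50 ± 0.076, Mirt1 by 0.58 ± 0.091, Ccdc63 by 0.54 ± 0.10, Tmie by 0.44 ± 0.073, Trp73 by 0.35 ± 0.066 and Twsg1 by 0.16 ± 0.029. Synpr rose by 0.41 ± 0.058, Muc15 by 0.67 ± 0.10 and Tnc, the matrix glycoprotein tenascin C, by 0.64 ± 0.090, and the interferon-inducible genes Mndal and Ifi203 by 0.83 ± 0.11 and 0.66 ± 0.095. Bmp5 rose by 0.48 ± 0.075, Flrt3 by 0.31 ± 0.060, Cadps2 by 0.28 ± 0.041, Ncald by 0.25 ± 0.042 and Cntn6 by 0.24 ± 0.043. Each lay on its side of the control median in 7 of 7 libraries, with adjusted p between 1.88e-06 (Il33) and 0.00207 (Flrt3 and Twsg1). In total 105 genes passed, 52 higher and 53 lower. The count was 62 without the Q140 library F1, 68 without F2, 65 without M3 and 266 without the Q92 library M2, 401 without the libraries of low length index, 60 with the choroid plexus mean as a covariate, 61 against Q20 alone and 179 by DESeq2. Against WT alone 24 genes passed, and Ncald (0.21), Tmie (-0.363) and Trp73 (-0.278) no longer did.

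At 6 months 6 genes passed for Q140, named here after their values were seen. Tnc rose by 0.64 ± 0.12 (adjusted p = 0.0187), Necab1 by 0.39 ± 0.073 (0.014) and Lnx1 by 0.24 ± 0.050 (0.0282), and Il20rb fell by 0.39 ± 0.050 (4.15e-06), Il33 by 0.41 ± 0.081 (0.0187) and Mal by 0.32 ± 0.065 (0.0245). Of the 105 genes of 10 months, 5 were among these 6, all in the same direction. The count was 2 without the Q140 library F1 or F4, 3 without the Q140 library M1 or the Q20 library M4, 12 without the Q20 library M1, 75 without the Q92 library M3, 2 with the choroid plexus mean as a covariate and 45 by DESeq2.

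Few genes passed for Q111. At 6 months Il33 fell by 0.45 ± 0.081, Car2 by 0.45 ± 0.080 and Mal by 0.36 ± 0.065, the 3 genes that passed (adjusted p = 0.00615 each). At 10 months Il33 fell by 0.40 ± 0.071 (adjusted p = 0.00576), Car2 by 0.33 ± 0.061 (0.00823), Mal by 0.26 ± 0.057, Tspan2 by 0.23 ± 0.050 and Gjc3 by 0.19 ± 0.043, all 5 of the lower genes. The 14 higher genes at 10 months included Lars2 at 2.93 ± 0.55 (adjusted p = 0.00823) and Cdr1 at 1.93 ± 0.37 (0.00872). These genes were chosen after their values were seen. At 10 months 19 genes passed. Without the Q111 library M1 (the library with the lowest total) 4 passed, Il33, Car2 and 6030443J06Rik of the 19, and Oxtr, which was not among them. The count at 10 months was 29, 36 and 31 without the Q111 libraries F2, M2 and M3, 10, 10, 7 and 9 without the Q20 libraries F3, F5, M1 and M2, 12, 8, 12 and 9 without the WT libraries F2, M1, M2 and M4, 75 without the Q92 library M2, 3 with the replicate block, 80 without the libraries of low length index and 46 by DESeq2. At 6 months it was 12 and 5 without the Q111 libraries F3 and M4, 0, 13 and 60 without the Q20 libraries F2, M1 and M2, 1386 without the Q92 library M3, 10 without the libraries of low length index and 87 by DESeq2.

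In Q92 mice at 10 months, Il33 fell by 0.28 ± 0.067 (adjusted p = 0.0298) and Mal by 0.25 ± 0.055 (0.0105), named after their values were seen, as were all genes of Q92. Of the 135 genes that passed, 127 were higher, among them genes of short and abundant transcripts such as Rpl41 (0.93) and Cox8a (1). The higher genes came with 1 library of low length index: without the Q92 library M2 their median log2 change was 0.08 in place of 1.36, while Il33 and Mal stayed at -0.28 ± 0.070 and -0.26 ± 0.057, and 0 genes passed by edgeR, and without the libraries of low length index 0 passed as well. The count was 435, 370, 304, 491, 669, 749 and 640 without the Q92 libraries F1, F2, F3, F4, M1, M3 and M4. It was 85 and 87 without the Q20 libraries M2 and M3, and 415, 75, 88 and 73 without the WT libraries F3, M2, M3 and M4. With the replicate block 1 gene passed for Q92 at 10 months, and by DESeq2 457 did. At 6 months 0 genes passed for Q92 by edgeR, with 626 at an unadjusted p under 0.05 and 1 by DESeq2, and 7 passed without the Q92 library M3. For Q80, 0 genes passed by edgeR at 2, 6 and 10 months, with 168, 1181 and 1184 at an unadjusted p under 0.05 and 1, 11 and 12 by DESeq2. At 6 months 7 genes passed for Q80 without the Q92 library M3. At 10 months 22 passed without the Q92 library M2, and 1 without the Q20 library F5, the WT library F2 or the WT library M3.

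At 2 months few genes differed. Il20rb, the gene with the smallest adjusted p for Q175 at 6 months, was the only gene that passed for Q175, at -0.43 ± 0.074 (adjusted p = 0.00577). Ncald rose with CAG length by 0.098 ± 0.019 per 100 CAG (adjusted p = 0.0203), and the homeobox genes Hoxb5 and Hoxa5 fell by 2.56 ± 0.51 and 2.58 ± 0.52. The pituitary hormone genes Gh and Prl fell by 3.75 ± 0.62 and 2.89 ± 0.56, with counts in few libraries, the highest of Gh 5.37 CPM in the WT library M3. For Q92 the genes Gda (2.27 ± 0.44), Nrgn (2.32), Lhx9 (2.01), Tcf7l2 (1.49), Tcte1 (4.85), Gm10175 and Atp6v0c-ps2 (4.82) were higher. All genes of this paragraph were named after their values were seen. The counts were 1 for Q175 (0 against Q20 alone, 12 without the libraries of low length index and 12 with the length index as a covariate), 5 for the slope and 7 for Q92. By edgeR 0 genes passed for Q111 and 0 for Q140, with 177 and 345 at an unadjusted p under 0.05 and 0 and 2 by DESeq2. The slope gave 3 genes without the Q20 library M1, the WT library F4 or the WT library M3, and the calls ended (0 genes) with the replicate block, without WT, on FPKM and with the choroid plexus mean as a covariate, while 13 passed without the libraries of low length index. Q140 gave 1 gene without the Q20 library M4 or the Q92 library F1. Q92 gave 3, 17, 13, 15, 14, 3 and 13 without the Q92 libraries F1, F2, F3, F4, M2, M3 and M4, and 15 without the WT library F4, and all 7 calls were lost (0 genes) with the replicate block and without the libraries of low length index.

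Across all lines, expression was then related to CAG length as a number, a question the study also asked of microRNAs. Il33 had the lowest Z of the named genes when 6 and 10 months were combined (Z = -11.3), from 54.3 ± 6.77 CPM in WT and 54.6 ± 6.92 in Q20 to 45.1 ± 2.27 in Q92, 41.4 ± 3.69 in Q111, 36.4 ± 3.66 in Q140 and 31.5 ± 3.72 in Q175 at 10 months (SD). Il20rb (Z = -11), Mal (-9.98), Ccdc63 (-9.35), Mirt1 (-9.18), Mobp (-9.18), Car9 (-9.07), Car2 (-9.07), the tetraspanin gene Tspan2 (-8.54) and Ugt8a (-8.5), an enzyme of myelin lipid synthesis, were the other lower genes named by the rule. Synpr (Z = 10.7), Necab1 (10.4), Tnc (9.98), Brinp3 (9.96), Muc15 (9.71), Ncald (9.31), Cadps2 (8.99), Ifi203 (8.97), Angpt1 (8.95) and Comp (8.85) were higher. Synpr stood at 92.2 ± 5.97 CPM in WT, 103 ± 12.1 in Q111, 119 ± 6.53 in Q140 and 158 ± 13.7 in Q175 at 10 months, while Onecut2 in Q140 (6.32 ± 0.912 CPM) was near its level in WT. The adjusted p of the named genes lay between 1.8e-25 and 1.23e-14. Combined, 2813 genes passed, 1259 higher and 1554 lower. At 6 months alone 910 passed and at 10 months 1323. At both ages 549 passed, 548 in the same direction, with 72.9 expected if genes were independent. Chance overlaps can be larger than that, since permuted labels alone gave slope correlations of -0.676 to 0.729 between these ages. At 10 months Q175 carried most of the count, since 36 genes passed without it. At 6 months 5 genes passed without Q175 and 6 without WT. Only WT and Q175 form the other library set of 6 months. Without either of them the 6 month slope rests on the lines from Q20 to Q140. These 2 counts therefore cannot show what Q175 or WT contributed at 6 months. Combined, 152 genes passed without Q175, and Comp (Z = 2.98) no longer did. On FPKM 782 to 878 genes passed at 10 months. Without the Q92 library M3 1518 genes passed at 6 months, and without the Q92 library M2 2511 at 10 months. Without the libraries of low length index 4946 passed combined, 2750 of the 2813 among them.

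**Figure D3:**
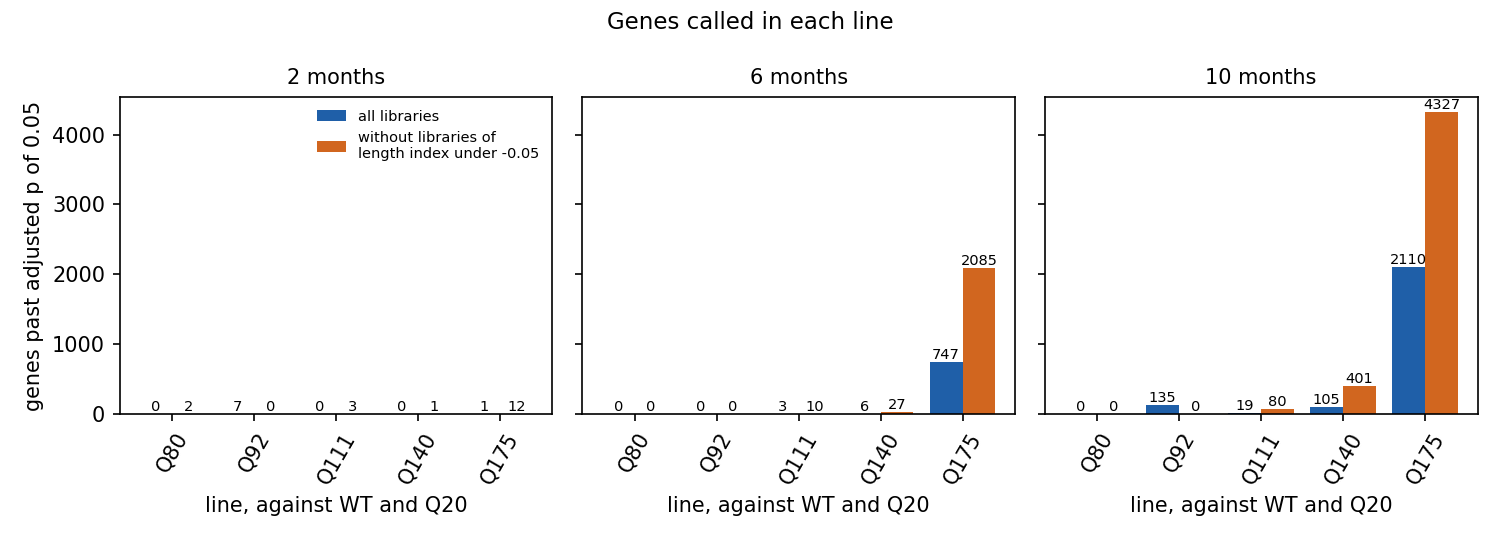
Number of genes past adjusted 0.05 (y axis) for each line against WT and Q20 (x axis) by age (panels), with all libraries and without the libraries of length index under -0.05. At 10 months 2110 genes passed for Q175 with all libraries and 4327 without those of low length index, and for Q92 135 and 0.

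**Figure D4:**
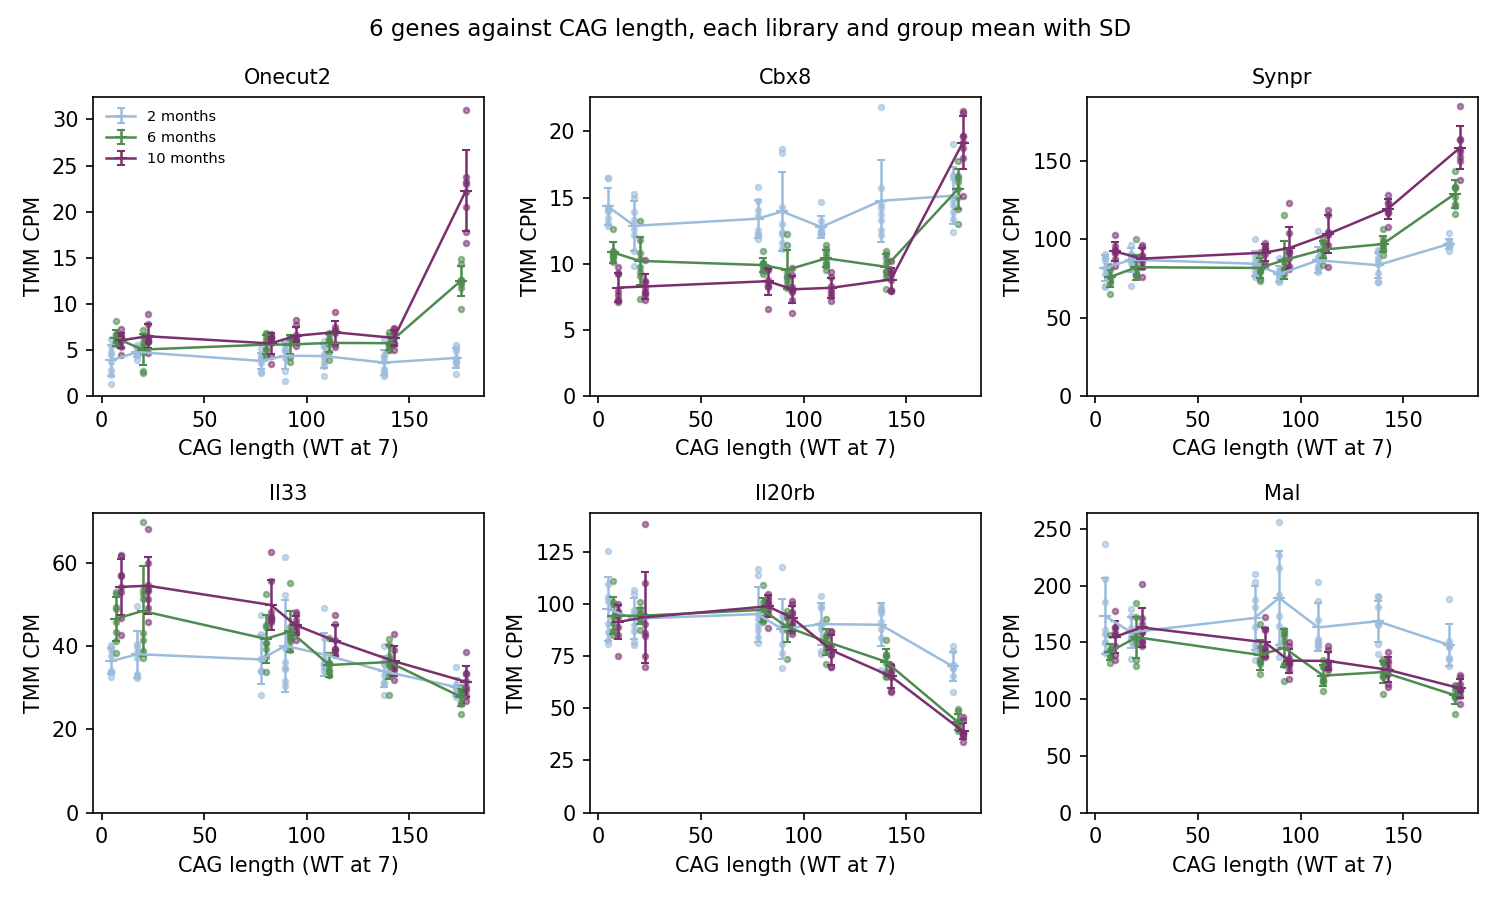
CPM (y axis) of Onecut2, Cbx8, Synpr, Il33, Il20rb and Mal (panels) against CAG length with WT at 7 (x axis), with 1 point per library and lines through the mean and SD of each group at 2, 6 and 10 months (colors). At 10 months Il33 stood at 54.3 CPM in WT and 31.5 in Q175, and Onecut2 at 6.07 in WT and 22.3 in Q175.

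For comparison with the list counts, 1259 of all 16525 genes rose and 1554 fell in the combined slopes. A list count near these shares does not set a list apart. Among the gene lists, oligodendrocyte genes had the lowest median Z in the combined slopes (-5.3), while the median slopes of brainstem and choroid plexus genes at 10 months were lower than theirs. In the combined slopes 13 of 15 members fell and 0 rose (14 past 0.05 when adjusted over the list alone), among them Mal, Mobp and Ugt8a, which fell in Q175 at 10 months by 0.54 ± 0.055, 0.58 ± 0.061 and 0.54 ± 0.066. The list's median slope was -0.17 at 10 months, and camera called it at 6 and 10 months (adjusted p = 8.09e-20 and 1.08e-16; adjusted p = 0.0171 and 0.0136 with an estimated correlation). Astrocyte and Bergmann glia genes fell in 8 of 15 (10 adjusted over the list alone), with Gdf10 at -0.44 ± 0.064, Sparcl1 at -0.27 ± 0.041, Glul, the glutamine synthetase gene, at -0.23 ± 0.049 and the water channel gene Aqp4 at -0.20 ± 0.053 in Q175 at 10 months. Camera gave adjusted p = 2.33e-05 and 1.01e-06 at 6 and 10 months (adjusted p = 0.0118 and 0.00074 with an estimated correlation). Inhibitory interneuron and unipolar brush cell genes fell in 3 of 14 (3 over the list alone), Prkcd, Slc6a5 and Eomes, and the list was called at 10 months (adjusted p = 0.00373; adjusted p = 0.0136 with an estimated correlation). Purkinje cell genes fell in 5 of 20 (6 over the list alone), among them Nefh (-0.45 ± 0.11 in Q175 at 10 months). That list was called at 10 months with the preset correlation (adjusted p = 0.000189), with adjusted p = 0.249 with an estimated correlation, and for Q175 at 10 months with both (adjusted p = 2.4e-06, and adjusted p = 0.04 with an estimated correlation). At 10 months the mean of the brainstem list was -2.1 ± 1.46 log2 CPM in WT, -1.65 ± 1.32 in Q20, -2.95 ± 0.463 in Q140 and -2.82 ± 0.662 in Q175 (SD), and that of the choroid plexus list 3.14 ± 1.83, 4.11 ± 1.34, 1.49 ± 1.71 and 2.4 ± 1.81.

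Neuronal lists went both ways. Granule cell genes rose in 4 and fell in 4 of 18 (10 over the list alone), with Calb2, the calretinin gene, at 0.57 ± 0.065, Cadps2 at 0.32 ± 0.039 and Pax6 at 0.23 ± 0.034, and Chn2 at -0.28 ± 0.043 in Q175 at 10 months (camera's adjusted p = 0.409 and 0.713 at 6 and 10 months). Genes of striatal and other forebrain neurons rose in 4 and fell in 3 of 13 (8 over the list alone), with Rgs9 at 0.81 ± 0.12, Tbr1 at 0.70 ± 0.17 and Scn4b at -0.51 ± 0.098 (adjusted p = 0.288 and 0.966). Phosphodiesterase and adenylate cyclase genes rose in 3 and fell in 1 of 29 (4 over the list alone), with Pde3a at 0.84 ± 0.18 and Pde8a at -0.47 ± 0.067 (adjusted p = 0.196 and 0.413). Potassium channel genes fell in 15 and rose in 4 of 77 (21 over the list alone), with Kcnk13 at -0.70 ± 0.12 and Kcnb2 at 0.66 ± 0.14, and the list was called at 10 months (adjusted p = 0.000375; adjusted p = 0.171 with an estimated correlation). Clustered protocadherins rose in 10 of 23 (11 over the list alone), with Pcdhb12 at 0.32 ± 0.063 and Pcdhb17 at 0.24 ± 0.044 (adjusted p = 2.75e-05 and 6.35e-05 at 6 and 10 months; adjusted p = 0.353 and 0.36 with an estimated correlation). Calcium channel genes rose in 4 and fell in 1 of 22 (8 over the list alone), with Cacna2d1 at 0.40 ± 0.059 (called at 6 months, adjusted p = 0.00346; adjusted p = 0.387 with an estimated correlation). Cadherins rose in 4 and fell in 1 of 20 (6 over the list alone), with Cdh8 at 0.32 ± 0.062, and ionotropic glutamate receptor subunits rose in 4 and fell in 1 of 18 (5 over the list alone), with Grik2 at 0.23 ± 0.061. Both lists were called at 6 months (adjusted p = 0.0333 and 0.0338; adjusted p = 0.649 and 0.675 with an estimated correlation). GABA-A receptor subunits rose in 2 and fell in 3 of 15 (7 over the list alone; adjusted p = 0.8 and 0.153).

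Of the other cell types, no microglia gene of 15 passed in the combined slopes by edgeR (0 adjusted over the list alone), while in Q175 at 10 months Fcrls rose by 0.58 ± 0.092, Tyrobp by 0.54 ± 0.14 and Trem2 by 0.44 ± 0.11 (list adjusted p = 0.00217 at 10 months, called higher; adjusted p = 0.36 with an estimated correlation). Endothelial and pericyte genes fell in 4 of 14 (4 over the list alone; adjusted p = 0.0205 and 0.0232 at 6 and 10 months; adjusted p = 0.164 and 0.36 with an estimated correlation), and meningeal genes in 4 of 10 (9 over the list alone; adjusted p = 0.00227 and 0.000375; adjusted p = 0.387 and 0.36 with an estimated correlation). Oligodendrocyte precursor genes rose in 1, Gpr17, and fell in 1, Sox10, of 10 (2 over the list alone; adjusted p = 0.475 and 0.966). Choroid plexus genes fell in 1 of 12, Clic6 (0 over the list alone), with a list median slope of -0.66 at 10 months (adjusted p = 0.000189; adjusted p = 0.439 with an estimated correlation). Brainstem genes fell in 9 of 11 (11 over the list alone), with a median slope of -1.23 at 10 months (adjusted p = 0.00156; adjusted p = 0.36 with an estimated correlation). Homeobox genes, of which several are also brainstem genes, fell in 13 and rose in 2 of 42 (16 over the list alone; adjusted p = 0.0198 and 0.0218; adjusted p = 0.353 and 0.475 with an estimated correlation), and blood genes passed in 0 of 5 by edgeR (0 over the list alone; adjusted p = 0.0406 at 6 months; adjusted p = 0.648 with an estimated correlation).

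Cholesterol synthesis genes fell in 10 of 22 (13 over the list alone), with Idi1 at -0.24 ± 0.063 and Hmgcs1 at -0.20 ± 0.052 in Q175 at 10 months (adjusted p = 2.33e-05 and 0.00891 at 6 and 10 months; adjusted p = 0.224 and 0.416 with an estimated correlation). Circadian clock genes fell in 5 of 16 (5 over the list alone), with Hlf and Nr1d1 at -0.28 ± 0.044 and -0.28 ± 0.066 (adjusted p = 0.0193 at 6 months; adjusted p = 0.387 with an estimated correlation). Heat shock genes fell in 3, Bag3, Cryab and Hspa1b, and rose in 1, Dnajb5, of 15 (4 over the list alone; adjusted p = 0.0338 at 6 months; adjusted p = 0.649 with an estimated correlation). Genes of the unfolded protein and integrated stress response fell in 2 of 18, Ddit3 and Sdf2l1 (0 over the list alone; adjusted p = 0.0841 and 0.0664), and interferon response genes rose in 1 and fell in 1 of 16 (1 over the list alone; adjusted p = 0.697 and 0.51). The immediate early genes passed in 0 of 13 in the combined slopes by edgeR (0 over the list alone), with median slopes of opposite sign, -0.31 at 6 months and 0.13 at 10 months (adjusted p = 2.33e-05 and 0.00156; adjusted p = 0.34 and 0.434 with an estimated correlation). Oxidative phosphorylation genes fell in 2 of 78, Cox6a2 and Cox8b (0 over the list alone; adjusted p = 0.0148 at 6 months; adjusted p = 0.714 with an estimated correlation). Cytosolic ribosomal protein genes passed in 0 of 76 and the list was called lower at 6 and higher at 10 months (adjusted p = 0.0159 and 0.0246; adjusted p = 0.714 and 0.946 with an estimated correlation). Mitochondrially encoded genes passed in 0 of 15 (adjusted p = 0.0329 at 6 months; adjusted p = 0.649 with an estimated correlation) and replication-dependent histone genes in 0 of 16 (adjusted p = 0.409 and 0.413), and these 3 lists had 0 over the list alone. At 2 months 11 lists were called with the preset correlation and 0 with an estimated one. In 29 of 186 list tests the median, the mean and camera's direction differed in sign, among them granule cell, cadherin and forebrain genes with the slope at 10 months.

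Q20 and WT mice were littermates, and the comparison asked what the knocked-in allele does at a short repeat. Abhd1 rose in Q20 at 10 months, from 3.01 ± 1.42 to 7 ± 0.585 CPM (log2 1.21 ± 0.21, SE, adjusted p = 0.00612), and was the only gene that passed by edgeR, while 8 passed by DESeq2 and 2 without the libraries of connectivity under -5. Its mean was between 5.29 and 8.35 CPM in the other lines at 10 months. Abhd1 lies 3.81 Mb from Htt. At 2 months 0 genes passed by edgeR, with 1424 at an unadjusted p under 0.05 and 9 by DESeq2.

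Genes near Htt were compared with genes elsewhere, since knock-in alleles are commonly made in stem cells of another strain, so that linked genes can differ for that reason. In Q175 at 10 months 23 of 160 genes within 10 Mb of Htt passed and 2074 of 16142 elsewhere (odds ratio 1.14, Fisher's exact test, adjusted p = 1), among them Msantd1 (-0.81 ± 0.13), which overlaps Htt, and Slc2a9 (0.70 ± 0.10), both named after their values were seen. For Q140 the odds ratio was 0.97 and for Q92 0.769 (adjusted p = 1 each), with 1 gene near Htt in each. For Q111 3 of 160 passed near Htt and 15 of 16142 elsewhere (odds ratio 20.5, adjusted p = 0.00815). The 3 near genes were Gm5067, 5031410I06Rik and Speer4b, at 8.75, 8.66 and 7.26 Mb from Htt. Whether they are independent hits was not tested. Without the libraries of low length index the Q111 counts were 3 of 160 and 76 of 16142 (odds ratio 4.04, adjusted p = 0.128). None of the 3 genes passed without the Q111 library M1, and none lay within 5 Mb, while within 20 Mb the odds ratio was 19.2 with all libraries (adjusted p = 0.00148) and 4.56 without those of low length index (adjusted p = 0.0256). Within 20 Mb and without those libraries, adjusted p was also under 0.05 at 2 months for Q111 (2 of 242 near and 1 of 16060 elsewhere, 0.00391) and Q80 (its 2 called genes both near, 0.00263), and at 10 months for Q20 against WT (its 1 called gene near, 0.0444). For Q20 against WT, Abhd1 gave adjusted p = 0.0589.

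The relation with CAG length was compared between ages. Between 10 and 2 months, the slopes of Synpr (0.35 ± 0.052), Onecut2 (0.94 ± 0.15), Fam163b (0.83 ± 0.13), Muc15 (0.57 ± 0.091) and Ebf4 (0.43 ± 0.070) rose, and those of Mirt1 (-0.67 ± 0.12), Car9 (-0.65 ± 0.13), Il20rb (-0.42 ± 0.082), Ttll3 (-0.32 ± 0.062) and Fgf11 (-0.14 ± 0.027) fell (adjusted p between 1.31e-06 and 0.00072). In total 139 genes passed, 78 higher and 61 lower, with the same 4 Y genes as named below for the sexes among the lower ones. In 4 of 25 groupings, the real one among them, as many genes passed, and without the libraries of low length index 506 did. Between 10 and 6 months 10 genes passed, among them Lyz2, the lysozyme gene of macrophages (0.55 ± 0.12), Apold1 (0.93 ± 0.21) and Cbx8 (0.37 ± 0.086), and 4 genes on Y, which are genes of the sex labels. The age of the animals coincides with the library set, and the set of 6 months is in part that of the genotype. For the difference between the sexes 4 genes passed, Kdm5d, Eif2s3y, Uty and Ddx3y, all on Y (slopes higher in males by 6.22 to 7.33). Without the 2 libraries whose sex markers went against the label 0 genes passed by edgeR for sex and 1 between 10 and 6 months, which was none of Lyz2, Apold1 and Cbx8. In separate slopes 1932 genes passed in females and 756 in males, a difference in number that was not tested.

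In controls, many genes differed between 2 and 10 months. From 2 to 10 months the complement gene C4b rose by 1.36 ± 0.082, the transporter gene Abca8a by 1.25 ± 0.081, Ptk2b by 1.27 ± 0.10, Zc3hav1 by 0.90 ± 0.062 and the macrophage gene Mpeg1 by 0.88 ± 0.070. The imprinted gene Mkrn3 fell by 1.26 ± 0.068, Zfp57, a regulator of imprinting, by 1.13 ± 0.074, Rasal1 by 0.80 ± 0.057, Col23a1 by 0.73 ± 0.051 and Ppp1r14c by 0.50 ± 0.040 (adjusted p between 4.96e-14 and 1.55e-10). In total 6403 genes passed, 2669 higher and 3734 lower. Age coincides with the set of libraries, so the 2 cannot be told apart. Between the sexes 50 genes passed in controls, 21 higher in males and 29 lower, and 105 without the libraries of low length index.

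The ages and lines were last compared across all genes. Slopes at 6 and 10 months correlated at r = 0.688 across genes, with permuted labels giving -0.676 to 0.729 (permutation p = 0.02, adjusted p = 0.06). Slopes at 2 months correlated with those of 6 months at 0.14 (permutation p = 0.69) and with those of 10 months at 0.329 (permutation p = 0.33). Fold changes of Q175 against WT and Q140 against Q20 at 10 months correlated at 0.298 (permuted -0.357 to 0.46, permutation p = 0.175, adjusted p = 1). The fit behind these correlations held all 7 genotypes as groups of their own and so differs from the fits with WT or Q20 alone. In it 1272 genes passed for Q175 against WT and 83 for Q140 against Q20. Of these 65 were shared, all in the same direction, with 6.39 expected if genes were independent. Per the paper, the Q175 allele arose in the Q140 line through a spontaneous expansion of the repeat, so these lines are not independent alleles. Q175 with Q80, Q92 and Q111 at 10 months correlated at -0.0204, 0.0148 and 0.0539. Without the libraries of low length index the correlation of 6 and 10 months was 0.749 (permuted -0.401 to 0.429, p = 0.01, the smallest that 99 permutations can give), and that of Q175 and Q140 0.354 (permuted -0.339 to 0.295, p = 0.025, the smallest that 39 can give).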

Values the study reported

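The study counted microRNAs of the same allelic series, not mRNA, so its numbers measure something else than the gene counts given here. In cerebellum it reported differentially expressed microRNAs in Q140 (13 at 10 months) and in Q175 (1, 69 and 79 at 2, 6 and 10 months). With CAG length as a numeric variable it reported 1, 61 and 78 microRNAs at these ages. Combining 6 and 10 months, it reported 102 microRNAs associated with CAG length in cerebellum, 159 in striatum, 51 in hippocampus and 45 in cortex.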

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

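The tests on fewer oligodendrocytes, on the libraries of low length index at 2 months, on the Q92 library M2 and the regroupings without libraries of low length index were chosen after the results were seen. Libraries far from the rest of their group were looked for in 84 group values, of which chance alone marks about 1 in 20.

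Htt mRNA stood apart from the rest of its group in the Q92 libraries M2 of 10 months (76.76 CPM, others 266.5 to 295.7) and M3 of 6 months (77.9, others 289.8 to 312.9), the Q111 libraries M1 of 2 months (81.27, others 180.3 to 260.8) and M2 of 10 months (206.5, others 272.6 to 290.9), the WT library F3 of 10 months (212.1, others 271.3 to 299), and in the Q20 library F2 of 10 months, where it was higher (307.8, others 283.3 to 290.3). The length index stood apart in the first 5 of these libraries (-0.3784, -0.3825, -0.3186, -0.03058 and -0.07354). It also did in the Q140 library M3 of 2 months (-0.4649), the Q175 library F3 of 2 months (-0.3858) and the Q20 library F3 of 6 months (-0.3516). The mean of the choroid plexus list stood apart in the Q140 library M1 of 10 months (5.355 log2 CPM, others 0.7032 to 1.131), the Q20 library M1 of 10 months (1.253, others 3.523 to 5.46) and the Q92 library M2 of 2 months (4.829, others 0.2588 to 1.218).

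The slope on CAG length differed between 10 and 2 months in 139 genes, by 0.353 for Synpr, 0.935 for Onecut2, 0.831 for Fam163b, 0.565 for Muc15, 0.433 for Ebf4, -0.67 for Mirt1, -0.143 for Fgf11, -0.651 for Car9, -0.423 for Il20rb and -0.316 for Ttll3. It differed between 10 and 6 months in 10 genes, by 0.548 for Lyz2, 0.929 for Apold1 and 0.369 for Cbx8, none of which passed without the 2 libraries of opposite sex markers. It differed between the sexes in 4 genes, all on Y, and in 0 without the 2 libraries of opposite sex markers.

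Oligodendrocyte genes were lower with longer CAG at 6 and 10 months. The tables argue against RNA quality as the whole cause, since 13 of 15 members stayed past the threshold with the length index as a covariate. With the brainstem mean as a covariate 11 stayed. That mean was near the floor, at -2.82 ± 0.662 log2 CPM in Q175 and -1.65 ± 1.32 in Q20 at 10 months (SD). A noisy measure can leave part of a dissection difference in place, so less brainstem in the dissected piece is not excluded. As to fewer oligodendrocytes with unchanged RNA in each, 5 members lay over 3 standard errors from the list's median slope at 10 months. Unequal slopes would also arise if members were expressed in other cells or unevenly among oligodendrocytes, so this cannot decide on cell number. Fewer oligodendrocytes and a change of myelin gene expression within them may both be candidate explanations. Neither the latter nor a mixture of both was tested. A mutation effect on the lines cannot be separated here from line differences other than CAG length.

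Few genes passed at 2 months. Without the libraries of low length index the slope at 2 months called 13 genes, far from the counts of the later ages, and the median library total at 2 months was 1.11 times that at 10 months, so the tables argue against both as the whole cause. An effect of age stays open as untested, since age coincides with the library set.

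The 127 higher genes called for Q92 at 10 months may come from 1 library, M2, which had the lowest length index of its group: without it their median log2 change was 0.08 in place of 1.36, a ratio of 0.0576. For the 8 lower genes the tables argue against that library as the whole cause, since their median was -0.27 without it and -0.28 with it (ratio 0.954), and all 8 kept their direction. Il33 was at -0.28 ± 0.067 before and -0.28 ± 0.070 after, and Mal at -0.25 ± 0.055 before and -0.26 ± 0.057 after. Their calls ended because the adjusted p of the same change rises when few other genes have a small p (unadjusted p = 0.000193 and 4e-05, adjusted p = 0.214 and 0.115 after). No biological explanation was tested for them.

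Regroupings of the same libraries were compared with each real count. For Q175 at 6 months 1 of 40 groupings, the real one, gave as many genes (747, highest other 72), and chance can be excluded. For Q175 at 10 months 2 of 40 did (2110, highest other 2344), so chance cannot be excluded with all libraries. For the slope 1 of 100 did at 6 months (910, highest other 75), 1 of 100 at 10 months (1323, highest other 101) and 1 of 100 combined (2813, highest other 1967), and chance can be excluded, while at 2 months 8 of 100 did (5, highest other 5760). Chance cannot be excluded for Q140, with 7 of 40 at 6 months (6, highest other 5368) and 8 of 40 at 10 months (105, highest other 538). Nor can it for Q111, with 8 of 40 at 6 months (3, highest other 3651) and 4 of 40 at 10 months (19, highest other 267), or Q92, with 3 of 40 at 2 months (7, highest other 7607) and 5 of 40 at 10 months (135, highest other 3449). Nor can it for Q175 at 2 months, with 7 of 40 (1, highest other 4), or Q20 against WT at 10 months, with 11 of 40 (1, highest other 1771). Where the real count was 0, every grouping gives as many (40 of 40), so the comparison decides nothing. These were Q80 at 2, 6 and 10 months (highest other 12184, 3124 and 1422), Q92 at 6 months (4555), Q111 and Q140 at 2 months (2441 and 10) and Q20 against WT at 2 months (1). Regroupings that called many times the real count, such as 12184 genes for Q80 at 2 months, point to a structure of the samples other than genotype. Without the libraries of low length index the highest other count was 178 in place of 2344 for Q175 at 10 months. It was 215 in place of 1967 combined, but 262 in place of 75 for the slope at 6 months. Regroupings of 2 months were not repeated without these libraries.

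For CAG length by age 4 of 25 groupings gave as many genes (139, highest other 4067) between 10 and 2 months and 9 of 25 (10, highest other 104) between 10 and 6 months, so chance cannot be excluded. It can be for age in controls (1 of 40, 6403, highest other 1) and sex in controls (1 of 40, 50, highest other 2). For CAG length by sex 1 of 40 did (4 genes, highest other 1). That comparison decides nothing about CAG length, since all 4 genes are on Y and 0 passed without the 2 libraries of opposite sex markers. Drawing the sexes within group also spreads the Y counts over both sexes. For lists called with the slope at 6 months the share was under 0.05 (3 of 100, 17 lists, highest other 17), although other groupings gave as many. Chance cannot be excluded for lists at 2 months (36 of 100, 11, highest other 18) or 10 months (8 of 100, 15, highest other 17). These counts hold for the preset correlation, and with an estimated correlation 0, 2 and 3 lists were called at 2, 6 and 10 months, which was not compared with regroupings. Without the libraries of low length index chance can be excluded at 10 months for Q175 (1 of 40, 4327, highest other 178). The same holds for the slope at 6 months (1 of 100, 1751, highest other 262). It holds at 10 months (1 of 100, 3370, highest other 34) and combined (1 of 100, 4946, highest other 215). For Q140 (1 of 40, 401, highest other 39) and Q111 (1 of 40, 80, highest other 52) no other grouping reached the real count at 10 months. All genotypes were drawn together, so the other groupings spread the Q175 libraries over the groups. They test that no genotype differs, and cannot exclude chance for Q140 or Q111 alone. For Q92 and Q80 at 10 months the real count there was 0, so the comparison decides nothing (40 of 40 each, highest other 76 and 293).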

How the results depend on the processing

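Chosen after seeing the data were the tests without libraries of low length index, with the length index or the choroid plexus mean as a covariate, without the 2 libraries of opposite sex markers, and without each library in turn. The 81 values of named genes for Q175, Q140, Q20 and the combined slopes kept their direction and their side of the threshold under DESeq2, RLE factors, no filter on low counts, the replicate block, and in each of the settings on connectivity, length index, choroid plexus and sex markers. The 23 values of named genes for age in controls and CAG length by age were tested with RLE factors, without libraries of low length index and without the 2 libraries of opposite sex markers. Of these, Lyz2, Apold1 and Cbx8 for CAG length by age (10 against 6 months) no longer passed without the 2 libraries of opposite sex markers (0.562, 0.896 and 0.372), nor did Apold1 and Cbx8 without libraries of low length index (0.885 and 0.351). Against WT alone Ncald, Tmie and Trp73 in Q140 at 10 months (0.21, -0.363 and -0.278) no longer passed, nor did Comp in the combined slopes without Q175 (2.98). With RLE factors all 29 summary results stayed within 1.5 times their value. Of these values and the summary results none changed direction while past the threshold, and of the 2813 genes of the combined slopes 1 changed sign without libraries of low length index. The cause of the differences below was not tested unless given. In simulated counts with the real totals and dispersions, 47% of genes changed by 0.25 on the log2 scale were recovered for Q175 at 10 months. Depth was not varied there, so its limit was not tested apart from dispersion and sample size.

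DESeq2 called 1, 11 and 12 genes for Q80 at 2, 6 and 10 months, 21, 1 and 457 for Q92, 87 and 46 for Q111 at 6 and 10 months, 2, 45 and 179 for Q140, 2 for Q175 at 2 months, and 9 and 8 for Q20 against WT at 2 and 10 months. Without libraries of connectivity under -5 the counts were 3 for Q80 at 2 months, 0 for Q92 and 9 for Q111 at 10 months, 1, 25 and 339 for Q140, 3, 2116 and 4023 for Q175, 11, 1768 and 3134 for the slope, 4865 combined and 2 for Q20 against WT at 10 months, and the Htt slope passed at 6 and 10 months (-0.149 and -0.136). Without libraries of length index under -0.05 they were 2 for Q80 at 2 months, 0 and 0 for Q92 at 2 and 10 months, 3, 10 and 80 for Q111, 1, 27 and 401 for Q140, 12, 2085 and 4327 for Q175, 13, 1751 and 3370 for the slope, 4946 combined, 506 and 4 for CAG length by age (10 against 2 and against 6 months), 105 for sex in controls and 7 lists with the slope at 2 months. In the same libraries the correlations of Q175 with Q80 and Q92 at 10 months were 0.173 and 0.231, and the Htt slope passed at 2, 6 and 10 months (-0.176, -0.147 and -0.156). With the length index as a covariate they were 2 and 4 for Q80 at 2 and 10 months, 7 for Q92 at 10 months, 4, 16 and 77 for Q111, 3, 52 and 339 for Q140, 12, 2176 and 4079 for Q175, 9, 1981 and 3020 for the slope, 4926 combined and 1 for Q20 against WT at 2 months, and the Htt slope passed at 6 and 10 months (-0.135 and -0.141).

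With the choroid plexus mean as a covariate the counts were 0 for the slope at 2 months, 2 and 60 for Q140 at 6 and 10 months, 357 for Q92 at 10 months and 7 lists with the slope at 2 months. With no filter they were 20 for Q92 and 1 for the slope at 2 months, and 63 for Q111 at 10 months. With the replicate block they were 0 for Q92 and 0 for the slope at 2 months, and 1, 1 and 3 for Q80, Q92 and Q111 at 10 months. At 6 months without the library set they were 2, 83, 17 and 1324 for Q92, Q111, Q140 and Q175. With WT alone as controls they were 24 for Q140 and 1141 for Q175 at 10 months, and with Q20 alone 0 for Q175 at 2 months and 61 for Q140 at 10 months, where fewer control libraries were used. The slope without Q175 gave 2, 5 and 36 genes at 2, 6 and 10 months and 152 combined, with the Htt slope at 0.0512 at 6 months. Without WT it gave 0 and 6 genes at 2 and 6 months, with the Htt slope at 0.0486 at 6 months. Both 6 month slopes rest on the lines from Q20 to Q140, since only WT and Q175 form the other library set of that age. On FPKM the slope gave 0 genes at 2 months with each offset and filter, 845 (offset 0.1), 878 (offset 1) and 782 (offset 0.1, no filter) at 10 months, and 539 at 6 months with no filter. Without the 2 libraries of opposite sex markers there were 1 for Q80 and 10 for Q111 at 10 months, 1 for CAG length by age (10 against 6 months) and 0 for CAG length by sex. With an estimated correlation 0, 2 and 3 lists were called with the slope and 0, 2 and 4 for Q175 at 2, 6 and 10 months. Over genes of at least 10 CPM, Q175 at 2 months correlated at -0.44, -0.375, -0.434 and -0.503 with Q80, Q92, Q111 and Q140. Within 5 Mb of Htt the odds ratio of Q111 at 10 months was 0. For Q20 against WT at 10 months no finite odds ratio exists, since 0 genes passed elsewhere.

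Leaving out 1 library at a time gave 3 to 17 genes for Q92, 0 to 1 for Q140 and 3 to 7 for the slope at 2 months. At 6 months it gave 0 to 7 for Q80 and for Q92, 0 to 1386 for Q111, 2 to 75 for Q140, 592 to 1065 for Q175 and 733 to 1518 for the slope. At 10 months it gave 0 to 22 for Q80, 0 to 749 for Q92, 4 to 75 for Q111, 62 to 266 for Q140, 1762 to 3505 for Q175 and 1013 to 2511 for the slope, and combined 2521 to 3674. The upper ends of Q80, Q111, Q140, Q175 and the slope at 6 and 10 months came without the Q92 library M3 of 6 months or the Q92 library M2 of 10 months.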

Other observations

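The test of an axis shared by age and CAG length was chosen after the results were seen, as were the genes named in this part. Among the 139 genes whose slope on CAG length differed between 10 and 2 months were the Polycomb genes Cbx2 (0.35 ± 0.077), Cbx8 (0.48 ± 0.085), Bmi1 (0.15 ± 0.037) and Phc1 (0.14 ± 0.034), all with steeper rises at 10 months (log2 per 100 CAG, SE). Others were genes expressed by activated microglia, Itgax (1.54 ± 0.25), Clec7a (0.92 ± 0.19), Lpl (1 ± 0.22), Gpnmb (0.41 ± 0.095) and Lgals3 (0.52 ± 0.14). In 4 of 25 groupings, the real one among them, as many as 139 genes passed. No list of Polycomb or activated microglia genes was fixed, so neither group was tested for enrichment, and the fixed microglia list had no member of 15 past the threshold in the combined slopes by edgeR and adjusted p = 0.36 at 10 months with an estimated correlation. In Q140 at 10 months Itgax rose by 1.31 ± 0.22, Clec7a by 0.88 ± 0.21 and Serpinb2 by 2.06 ± 0.32.

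An axis shared by age and CAG length was tested, since genes that fell with age in controls seemed to rise with CAG length at 6 months. The correlation across genes of the age change in controls with the Z of the 6 month slope was 0.000527. It lay within the -0.33 to 0.292 of 99 draws with permuted labels, so no such axis was found. Without the libraries of low length index the correlation was -0.0857. The range of the draws is wide, so a weak axis is not excluded.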
